A study of Mus musculus with 2 samples.

How the data were processed

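Gene expression was measured in single cells of the mouse pancreatic ductal adenocarcinoma line KPCY, in 1 pooled library of 2 clones, 76 and 84, after 19 days of editing. Per the labels, the cells carried a lineage-tracing system called BASELINE. It uses an adenine base editor, which makes A-to-G changes at sites set by a guide RNA, built on the enzyme Cas12a. The clones were mixed in equal numbers and loaded on a droplet instrument with the 3′ v4 chemistry, per the labels' protocols. A second sample, of 5 clones (1, 32, 33, 52 and 76), was not analysed here.

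The deposited matrix holds whole-number counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization. Per the file headers it was written by Cell Ranger 8.0.1. The genome build, the annotation and any filter applied by the authors are not stated in the headers or labels. No map from cells to clones was used here. The matrix is therefore 1 sample, and cells are not replicates. No test between groups was possible, and no p-value or standard error was computed from cells. Sums of UMIs have exact Poisson intervals and shares have exact Clopper-Pearson intervals, at 95%. Both cover counting error only, not the spread between cultures or libraries.

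Cells were kept with at least 2000 UMIs, at least 1000 genes and at most 15% mitochondrial UMIs. Doublets were marked with Scrublet as built into scanpy 1.11.5, at an expected rate of 0.08 and its automatic threshold, and removed. Scrublet compares barcodes with simulated sums of 2 barcodes. It finds pairs of unlike cells more readily than pairs of like cells.

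Groups were found from expression and are called groups, not clones. The 33696 features were placed at random into gene sets A and B, of 16848 each. Cells were grouped on each set alone. Counts were scaled to 10000 per cell and log-transformed, and the 2000 most variable genes of the set were used, without mitochondrial, ribosomal-protein and cell-cycle-list genes. The steps were 30 principal components, 15 nearest neighbours, Leiden clustering (leidenalg 0.10.2) at resolution 0.5, and size-weighted Ward merging of the clusters to 2 groups. The merging always returns 2 groups if there are 2 or more clusters, so the number 2 is an input. For levels and ratios of single genes, each gene was compared only between groups made from the set that did not hold it. List totals, shares of cells with a UMI and phases used the groups from set A for all genes. Levels are given as CPM, the usual depth-scaled unit, computed from each group's summed counts. Separation was read as Ashman's D of a 2-component Gaussian mixture. It was fitted to a score whose weights came from set B genes in 1 random portion of the cells, and which was read in the other cells.

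Phases were scored with scanpy's gene-list score after each cell was thinned to 3000 UMIs. A cell was called G1 where neither the S nor the G2/M score was above 0. The same thinning was used for shares of cells with a UMI. It left out 780 group 1 cells and 205 group 2 cells. Marker lists were written before the data were examined, as were the main design, the filters and the alternatives not named as later.

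For chromosomes, feature identifiers were matched to the GENCODE M21 annotation, whose build may differ from that of the deposited counts. Names of chromosomes, gene order, GC content and transcript length were taken from it, and no coordinate is given. Of the 33696 features, 32012 matched, and they held 99.753% of the UMIs. The shift of a chromosome is the median log2 ratio of its genes with at least 50 CPM in either group, minus the median over all such genes. It was compared with 10000 random gene sets of the same size, matched on mean expression, as a description of this library.

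The genes named were chosen by rule before the data were examined. They were the 10 features with the most UMIs, and the 5 highest and 5 lowest ratios among genes with at least 50 CPM in either group. They also were all genes of the sex-linked and driver lists, the most abundant genes of other lists, and the 3 leading genes of each cluster made on all genes. Some genes that the rule picks are not reported here. Other genes named below were chosen after their values were seen.

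The steps were tested on 3000 simulated cells drawn from the pooled profile and the measured depths. In a simulation of 2 populations with 200 genes changed 4-fold, Cohen's kappa with the true populations was 1.0, and 100% of the 200 genes had a log2 ratio past 1 in the right direction. Among 3136 unchanged genes this share was 0.0%. In a simulation with no structure, over 33696 features, the grouping still returned 2 groups. Their kappa between gene sets was 0.553 and Ashman's D was 0.693, so a kappa of that size is no evidence of populations. In a simulation over 3496 genes with chromosome 18 shifted by -0.50 on the log2 scale, the shift found was -0.50, and 0 other chromosomes lay outside the random sets.

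Alternatives were a loose and a strict cell filter, doublets kept, other doublet rates, and other grouping settings: 1000 variable genes, 15 components, resolution 1.0, k-means, cell-cycle genes kept, another random placement of genes, and thinning before grouping. Further alternatives were a minimum of 10 CPM, thinning to 6000 UMIs or none, and chromosome shifts from summed counts. Centring on the median over chromosomes, and the doublet share under the loose and strict filters, were chosen after seeing the data. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.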

Results

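Single-cell expression was measured in 1 library of the mouse pancreatic cancer line KPCY, in which clones 76 and 84 were pooled in equal numbers after 19 days of editing. The design implies a comparison of the 2 clones within the pool. The cells carried no clone label used here, so the comparison was between 2 groups of cells found from expression. There was no replicate of either group.

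The library held 22178 barcodes and 116505698 UMIs, from 500 to 23576 UMIs per barcode. The cell filter removed 817 barcodes. Of these, 800 were under the UMI minimum, 640 under the gene minimum and 271 over the mitochondrial maximum, with overlap. Of the 21361 barcodes that passed, 841 were marked as doublets, or 3.94% (interval 3.68 to 4.21%). The share was 6.13% under the strict filter, an alternative for this share chosen after seeing the data. The 20520 cells kept had a median of 4884 UMIs and 2189 genes. The strict filter kept 9792 cells. All 33696 features had a mouse Ensembl identifier, so 0 features were seen that came from an added reporter, editor or target sequence.

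Grouping on gene set A placed 10342 cells (50.4%, interval 49.7 to 51.1%) in group 1 and 10178 in group 2. Grouping on gene set B placed 50.5% in group 1. Both gene sets put 20472 of the 20520 cells (99.8%) in the matching group, with a Cohen's kappa of 0.995. Simulated cells with no structure gave a kappa of 0.553. The split moved most under the strict filter, to 39.8% in group 1. That filter asks for at least 5000 UMIs, at least 2000 genes and at most 10% mitochondrial UMIs. Depth and mitochondrial share both differed between the groups. The upper quartiles of mitochondrial share, 3.63% in group 1 and 2.16% in group 2, lay far under that limit. The median was 4503.5 UMIs per cell in group 1 and 5259 in group 2, and the median mitochondrial share was 3.19% and 1.89%.

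Scores of 10260 cells, made from genes outside the set used for grouping, fell into 2 peaks with an Ashman's D of 7.33. The value was 0.693 in simulated cells with no structure and 6.35 with doublets kept. Of the scored cells, 4.66% lay between 0.25 and 0.75 of the way between the group medians.

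**Figure D1:**
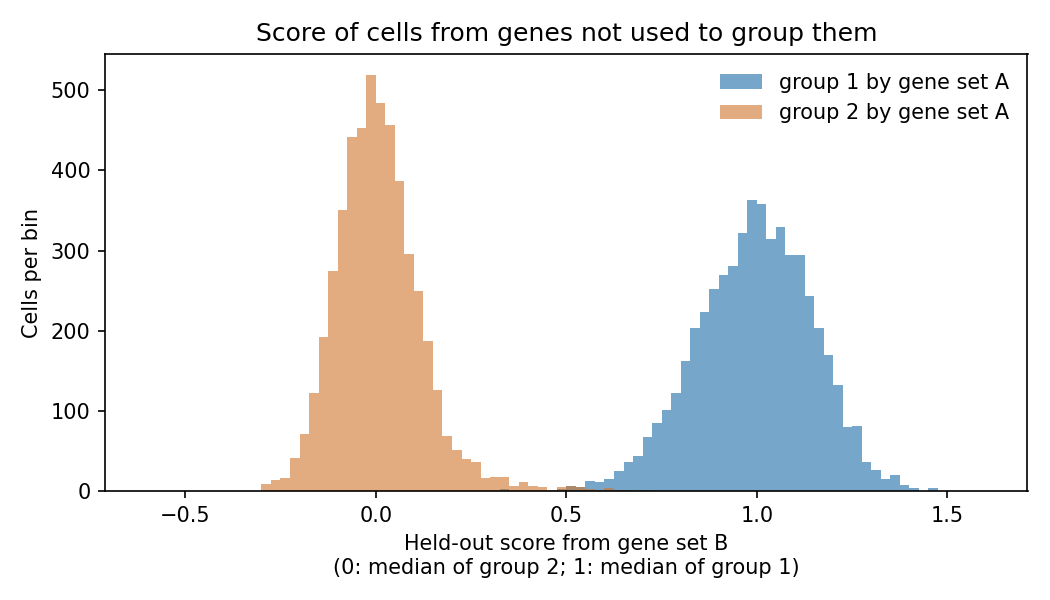
Histogram of the held-out score (x axis, no unit, 0 at the median of group 2 and 1 at the median of group 1) of 10260 cells, with cells per bin on the y axis and colour for the group from gene set A. The peaks are separate, with 4.66% of cells between 0.25 and 0.75.

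The same procedure inside each group gave weaker splits. In group 1 the kappa between gene sets was 0.611 and Ashman's D was 1.71. In group 2 they were 0.688 and 1.46. After thinning, the kappas were 0.613 and 0.586. These kappas lie near the 0.553 of simulated cells with no structure, whereas the values of D lie above its 0.693. The simulated cells were fewer, had the measured depths and were not thinned, so the thinned kappas have no like value beside them. Nearness to 0.553 therefore does not show that the subgroups lack structure. The log2 ratios between these subgroups ran from -1.49 to 1.07 in group 1 and from -0.82 to 0.68 in group 2 (1st and 99th percentiles). These are widths of 2.56 and 1.49, against 0.384 in the 3000 simulated cells.

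Among 3901 genes with at least 50 CPM in either group, the log2 ratio of group 1 over group 2 ran from -3.22 at the 1st percentile to 3.28 at the 99th. A random split of the cells gave -0.07 and 0.07. The width between these percentiles was 6.49, and it moved most with a minimum of 10 CPM, to 8.48. The lowest ratios belonged to Mal (ENSMUSG00000027375), Hs6st2 (ENSMUSG00000062184), Ccbe1 (ENSMUSG00000046318), Ctse (ENSMUSG00000004552) and S100a7a (ENSMUSG00000063767). Mal had 0.434 CPM (interval 0.272 to 0.657) in group 1 and 52.6 CPM (50.8 to 54.5) in group 2, a ratio of 121 for group 2 over group 1. The ratio was 92.6 for Hs6st2, 83.4 for Ccbe1, 70.4 for Ctse and 70.1 for S100a7a.

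The highest ratios belonged to Pde10a (ENSMUSG00000023868), Arhgap15 (ENSMUSG00000049744), Plcb1 (ENSMUSG00000051177), Galnt18 (ENSMUSG00000038296) and Ceacam1 (ENSMUSG00000074272). Pde10a had 230 CPM (226 to 235) in group 1 and 3.46 CPM (2.996 to 3.97) in group 2, a ratio of 66.6 for group 1 over group 2. The ratio was 61.5 for Arhgap15, 58.4 for Plcb1, 55.2 for Galnt18 and 54.8 for Ceacam1. All 5 depended on the processing. With doublets kept, their log2 ratios were 4.02 for Pde10a, 3.96 for Arhgap15, 3.94 for Plcb1, 3.93 for Galnt18 and 3.89 for Ceacam1, against 6.06, 5.94, 5.87, 5.79 and 5.78. Under the strict filter they lay between 4.61 and 4.94, and with cells thinned before grouping between 6.26 and 6.69. The 5 lowest ratios stayed within their counting interval in all 3 settings, but not in every setting. With 1000 variable genes the 5 highest moved as well, to between 6.17 and 6.49, and S100a7a moved from -6.13 to -5.63. S100a7a also moved with k-means, to -5.96. Mal, Hs6st2, Ccbe1 and Ctse stayed within their interval in both.

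The most abundant features included S100a6, Malat1, Rpl13, Rps2, Actb, Hsp90ab1, Ptma, Ftl1 and Rps12. S100a6 had 13972 CPM in group 1 and 23677 CPM in group 2. Ftl1 had 6947 CPM and 2533 CPM. Ftl1 and the ribosomal-protein genes have near-identical copies in the genome, so their counts are uncertain.

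Of the driver genes reported, Cdkn1a had 2.59 CPM in group 1 and 25.7 CPM in group 2, and Pdx1 had 87.3 and 38.7 CPM. Trp53 had 389 and 297 CPM, Cdkn2a 378 and 490.4 CPM, and Smad4 45.9 and 58.5 CPM. Yap1 had 30.9 and 27.1 CPM, Cdkn2b 43.7 and 41.8 CPM, Mdm2 26.2 and 24.4 CPM, and Myc 74.9 and 76.1 CPM.

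The epithelial list had 3371 CPM (3355 to 3387) in group 1 and 8617 CPM (8593 to 8641) in group 2. Its most abundant gene, Krt18, had 1097 and 3006 CPM. Not all genes of the list went the same way: Krt7 had 42.9 and 1353 CPM, whereas Epcam had 30.1 and 3.23 CPM. The mesenchymal list had 3146 CPM (3131 to 3162) and 3340 CPM (3325 to 3355). Its most abundant gene, Vim, had 1399 and 1963 CPM, and Twist1 had 27.1 and 0.741 CPM. Krt7, Epcam and Twist1 were chosen after their values were seen.

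Lists of cell types outside the line differed in level. The endocrine list had 4 UMIs in each group. The immune list had 3.79 and 1.38 CPM, led over both groups by Coro1a, though in group 2 Cd68 (0.605 CPM) was above Coro1a (0.258 CPM). The erythroid list had 0.848 and 3.41 CPM, led by Hba-a1. The acinar list had 14.1 and 5.10 CPM, led by Prss2, and the endothelial list 37.8 and 9.27 CPM, led by Egfl7. The fibroblast list had 166 and 8.01 CPM, nearly all from Acta2 at 164 and 7.11 CPM. After thinning, 21.1% of group 1 cells and 1.11% of group 2 cells had a UMI of the fibroblast list, against 0.0418% and 0.0401% for the endocrine list. Without thinning the fibroblast shares were 26.4% and 2.07%. The interferon list, led by Bst2, had 197 and 110.0 CPM. The early stress list, led over both groups by Junb, had 291 and 479 CPM. In group 1 Ier2 (84.6 CPM) was above Junb (73.3 CPM), and Ier2 was lower in group 2 (64.9 CPM), against the list. The hypoxia and glycolysis list had 1752 and 1714 CPM, and its most abundant gene over both groups, Ldha, had 1240 and 730 CPM. Pgk1, chosen after its values were seen, went the other way, with 312 and 818 CPM, and was above Ldha in group 2.

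Xist had 981 CPM in group 1 and 746 CPM in group 2. After thinning, 92.3% (interval 91.7 to 92.8%) and 86.5% of cells had a Xist UMI, and without thinning 96.5% and 95.1%. The Y-linked genes had 28 UMIs for Ddx3y, 4 for Uty and 0 for Kdm5d and Eif2s3y in all kept cells. A count of 0 was taken to allow up to 3 UMIs, a floor somewhat under the upper end of its exact interval. The 705 features that the annotation places on chromosome Y held 15906 UMIs, of which 15862 belonged to Gm47283, chosen after its value was seen, and 44 to the others. The Gm47283 count is uncertain, since the annotation may differ in build from the counts.

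Phases were scored in 9562 thinned cells of group 1 and 9973 of group 2. G1 was called in 13.6% (12.9 to 14.3%) and 17.9% (17.2 to 18.7%), S in 20.7% and 17.2%, and G2/M in 65.7% and 64.9%. Without thinning the G1 shares were 13.1% and 14.5%, and at 6000 UMIs 5.73% and 8.63%. The order of the G2/M shares changed with depth: it was 65.7% and 66.7% without thinning. Thinning to 6000 UMIs left out all shallower cells. The upper quartile of depth was 5656.75 UMIs in group 1 and 6496 in group 2, so these shares are of the deeper cells only. The shares depend on a threshold at 0, on depth and on which cells remain, and were not read as times spent in a phase.

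Of 20 chromosomes, 10 had a median shift outside all 10000 random gene sets. Chromosomes 2 (0.39), 7 (0.42), 8 (0.21), 16 (0.26) and 17 (0.22) were shifted towards group 1 on the log2 scale. Chromosomes 18 (-0.72), 19 (-0.69), 1 (-0.20), 9 (-0.18) and 15 (-0.22) were shifted towards group 2. The number fell from 10 to 4 when shifts were taken from summed counts, where chromosomes 1, 8, 9, 15, 16, 17 and 19 lay inside the random sets and chromosome 3 outside them. Centred on the median over chromosomes (-0.11), a choice made after seeing the data, chromosomes 1, 9 and 15 lay inside and chromosome 5 outside. DNA was not measured.

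**Figure D2:**
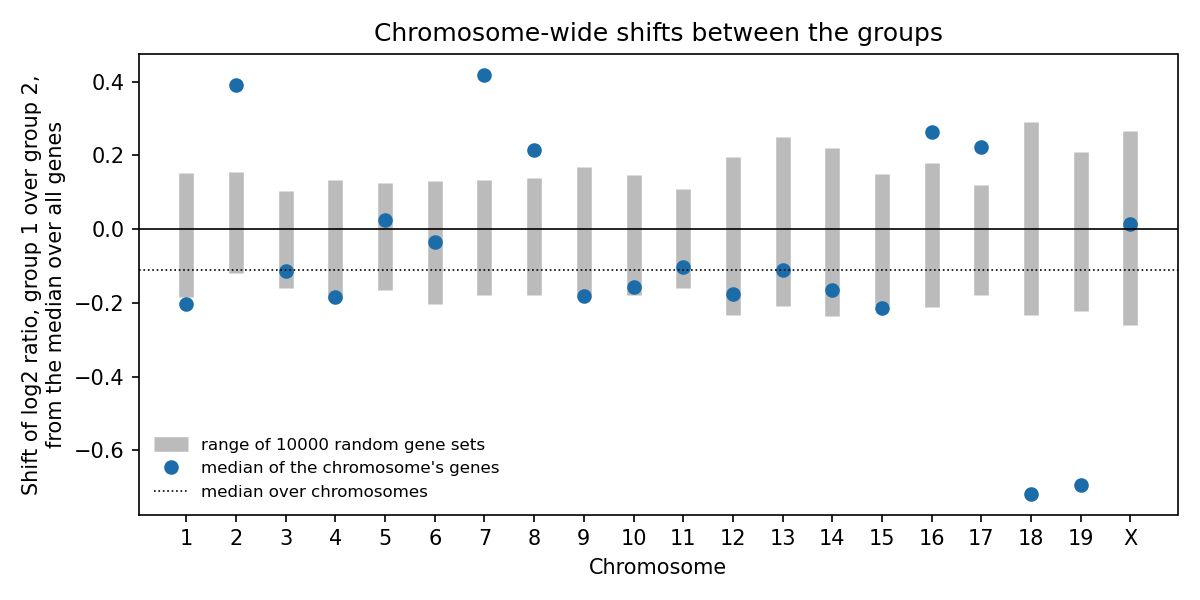
Median shift of the log2 ratio of group 1 over group 2 per chromosome (y axis, log2 units from the median over all genes; x axis, chromosome), as points, with grey bars for the range of 10000 random gene sets and a dotted line at the median over chromosomes. Chromosomes 18 (-0.72) and 19 (-0.69) lie farthest from 0, while 1, 9 and 15 lie just outside their bars.

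Clustering on all genes gave 6 clusters, described by their leading genes only. Clusters 2 (6516 cells; H2ac8, Ptchd4, Tnc) and 3 (3793 cells; Tm4sf20, Epcam, S100g) lay over 99% in group 1 (99.8% and 99.9%). Clusters 1 (7004 cells; Krt14, Ccbe1, Sprr1a) and 4 (2992 cells; Cftr, Areg) lay in group 2 but for 2 cells. Cluster 5 (156 cells; Pttg1, Med31, Dynap) had a median of 9801.5 UMIs. Cluster 6 had 59 cells, 37 of group 1 and 22 of group 2, led by P2rx7, Gm34680 and Vgf. No cluster had 3 markers of a cell type among its leading genes, so none was named.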

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

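The tests by genes of each group and by depth in this part were chosen only after the result was seen.

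The barcodes marked as doublets were left out of the main values of the report and came back only in the alternatives that kept them. They were flagged for carrying a signal above what a count of 0 allows. A few barcodes between the groups are enough to pass that limit, so the flag alone shows little. Of 841 marked barcodes, 673 or 80.02% (interval 77.2 to 82.7%) had a held-out score between 25 and 75% of the way between the group medians, against 4.66% of kept cells. By genes at least 10-fold higher in either group, 63.97% of marked barcodes and 1.52% of kept cells took 30 to 70% of such UMIs from group 1 genes, with at least 10 such UMIs. With limits of 20 to 80% and no minimum, the shares were 82.9% and 5.08%.

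Whether marked barcodes are 2 cells of different groups in 1 droplet cannot be told apart from the caller's own selection by these shares. The caller picks barcodes that resemble sums of 2 profiles, so a place between the groups is partly built in. Depth did not settle it. The 522 marked barcodes with genes of both groups had a median of 8120.5 UMIs, between the sum of the group medians (9762.5) and the 6847 of kept cells that passed the same rule, and nearer to the latter. A first comparison was with the median of all kept cells (4884) and put them nearer to the sum. It was replaced after its result was seen, because the rule asks for a minimum of UMIs and so favours deep cells. All marked barcodes had a median of 8131. Kept cells that pass the rule can be doublets too, so this excludes nothing. Among the deepest 5% of kept cells, 7.157% had genes of both groups, far under the 63.97% of marked barcodes. Kept cells leave out those that the caller marked, so its selection can lower this share. Deep single cells are therefore not decided on by it. Pairs of 2 cells of the same group were not measured. No biological explanation was tested.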

How the results depend on the processing

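Centring chromosome shifts on the median over chromosomes, and the doublet share under the loose and strict filters, were chosen after seeing the data. The other alternatives were fixed before. Where a cause is not given below, the cause was not tested.

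The split stayed within its interval under 6 of 9 grouping alternatives, and the gene sets put 99.3 to 99.8% of cells in matching groups under all 9. Under the strict filter, 9792 cells were kept, group 1 held 39.8%, the gene sets matched in 99.6%, Ashman's D was 7.07 and the ratio width 6.33. That filter removes shallow cells, and group 1 was shallower. With doublets kept the values were 48.6%, 99.3%, 6.35 and 5.84. With cells thinned before grouping, group 1 held 49.3%, D was 7.02 and the width 6.69.

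With 1000 variable genes the gene sets matched in 99.46% of cells, with a D of 7.32 and a width of 6.50. They matched in 99.66% at resolution 1.0 (D 7.32), in 99.67% with k-means (width 6.50) and in 99.66% with cell-cycle genes kept (width 6.48). The width was 6.48 with 15 components. Another placement of genes gave a D of 7.18 and a width of 6.48. A minimum of 10 CPM gave a width of 8.48. The doublet share was 3.64% at an expected rate of 0.04 and 4.60% at 0.16. It was 4.30% under the loose filter and 6.13% under the strict filter.

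Phase shares moved with the thinning depth, and at 6000 UMIs only the deeper cells of each group remained. At 6000 UMIs, G1, S and G2/M were 5.73%, 21.8% and 72.5% in group 1 and 8.63%, 15.1% and 76.3% in group 2. Without thinning, group 2 had 14.5%, 18.9% and 66.7%. With doublets kept, G1 and G2/M were 11.5% and 67.4% in group 1 and 15.7% and 67.0% in group 2. G1 stayed lower in group 1 under all 3 alternatives. G2/M did not keep its order.

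Without thinning, the endocrine shares, of 4 cells in each group, were 0.0387% and 0.0393%, and their order between the groups changed. The other shares named here were higher than after thinning. Xist was seen in 96.5% of group 1 cells and 95.1% of group 2 cells. In group 1 the shares were 99.97% for the epithelial list, 99.99% mesenchymal, 6.43% acinar, 1.82% immune, 16.5% endothelial, 26.4% fibroblast, 0.406% erythroid, 57.8% interferon, 99.68% hypoxia and glycolysis and 68.3% early stress. In group 2 they were 99.99% mesenchymal, 2.66% acinar, 0.727% immune, 5.08% endothelial, 2.07% fibroblast, 1.72% erythroid, 44.9% interferon, 99.83% hypoxia and glycolysis and 86.6% early stress. The hypoxia and glycolysis shares changed order between the groups. With doublets kept, the fibroblast share in group 2 was 1.99%, and the epithelial ratio of group 2 over group 1 was 2.49, against 2.56.

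Chromosome shifts also depended on the processing. From summed counts, which a few abundant genes can lead, 4 chromosomes lay outside the random sets in place of 10. Chromosomes 1 (-0.089), 8 (0.31), 9 (-0.14), 15 (-0.32), 16 (0.31), 17 (0.23) and 19 (-0.46) were then inside, and 3 (-0.32) outside. With a minimum of 10 CPM, 9 (-0.059) was inside, and 4 (-0.14) and 10 (-0.13) outside. With doublets kept, 9 (-0.16) and 15 (-0.21) were inside. Centred on the median over chromosomes, 1 (-0.090), 9 (-0.071) and 15 (-0.10) were inside and 5 (0.14) outside. Chromosomes 2, 7 and 18 lay outside in all 4 alternatives, and no chromosome outside the random sets changed sign.

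For 20 named genes under 9 alternatives, 152 of 180 ratios stayed within their counting interval and 28 moved. The sign changed in 3, all under the strict filter and all within their counting interval of 0 in the main result: Cdkn2b from 0.06 to -0.04, Mdm2 from 0.10 to -0.05 and Myc from -0.02 to 0.03. The largest move was that of Pde10a with doublets kept, by 2.04 on the log2 scale. With 1 library, no alternative measures the spread between cultures.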

Other observations

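Tests chosen only after the result was seen were those of matched mitochondrial share, of free RNA by draws from depth and chance, of genes going the same way, of chromosome dose, and of the separate parts of the chromosome pattern. The limits by which a kappa was taken as near 0 or near 1 were also set after the values were seen.

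The split into 2 groups was set against technical explanations. With every cell thinned to 3000 UMIs, the grouping kept a kappa of 0.992 with the grouping on all UMIs, which argues against depth. G1 against other phases gave a kappa of 0.0423 with the groups. The mitochondrial share was first to be judged by how well it alone told the groups apart. It did so with an area under the ROC curve of 0.942, so that criterion went towards damaged cells, and it was then replaced. Among 4222 cells with a mitochondrial share of 2.16 to 2.80%, grouping again gave a kappa of 0.997, so damage is not needed for the split. Genes of single chromosomes gave an area above 0.95 for 18 of 20 chromosomes, the lowest being 0.926. As a hypothesis, the groups may be the 2 pooled clones, since the labels give equal mixing and the split was near 50%. No clone label was used here, and a split of the line into 2 states within both clones was not tested.

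Genes of either group were seen at a low level in the other. Group 1 genes in group 2 cells had a variance over mean of 12.38, above the highest of 1000 draws from depth and chance alone (1.22). The richest 1% of cells held 27.08% of their UMIs. For group 2 genes in group 1 cells the variance over mean was 2.469, above the highest draw (1.16), and 58.9% of cells had none, above the highest draw of 54.6%. Both argue against free RNA spread by depth and chance as the whole cause, and free RNA as a part of it stays open. The 27.08% is consistent with unremoved doublets or misplaced cells. In the other direction the richest 1% held 13.36%, under the preset 25%, so these cannot be told apart there from low expression in some cells.

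The chromosome-wide shifts were tested first on all 10 chromosomes outside the random sets. A regression on GC content, transcript length and level explained 0.8995% of the variance of the log2 ratio, and 8 of the 10 stayed outside after it. That argues against those properties as the cause of the pattern as a whole, while they stay open for chromosomes 9 and 15. The lowest share of genes shifted the same way was 60.66%, under the 66.4% reached by a chromosome inside the random sets. The shift is a median, which a few strongly changed genes move little, and the share follows the sign of that median. The share is therefore no separate test of a few changed genes. All 10 had 3 of 3 equal stretches of genes shifted the same way, but so had 7 of the 10 chromosomes inside the random sets. Those 7 had shifts from -0.18 (chromosome 4) to -0.10 (chromosome 11), and the median over chromosomes was -0.11. A shared sign in them can thus come from the centre used. Counted from the median over all genes, the stretches cannot decide on dose, and they were not tested with the other centre.

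The pattern was then divided after these values were seen, so the parts favour the stronger chromosomes by selection. For the 7 chromosomes also outside when centred on the median over chromosomes (2, 7, 8, 16, 17, 18 and 19), 7 stayed outside after the regression. At least 74.79% of the genes of each were shifted the same way, so each of these shifts was spread over most of its genes. A different dose of these chromosomes in the groups may be an explanation, but it cannot be told apart from regulation: the test by stretches (7 of 7) is passed by other chromosomes too, 4 of the 7 lay inside the random sets from summed counts, and DNA was not measured. Of chromosomes 1, 9 and 15, only chromosome 1 stayed outside after the regression, at -0.19 against a lowest random set of -0.16. GC content, length and level thus stay open for 9 and 15 only. All 3 had all stretches the same way. The share of genes shifted the same way was 60.66% for chromosome 9, 66.95% for 1 and 73.81% for 15. A chromosome inside the random sets reached 66.4%, above the share of chromosome 9. For the 3 as a set, no cause can be told apart.

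Group 1 had lower Krt7, Krt18 and Muc1 but higher Epcam than group 2, and higher Twist1, Fn1 and Zeb2 but lower Cdh2 and Prrx1. In CPM, Muc1 had 29.3 and 306, Fn1 174 and 16.7, Zeb2 28.2 and 8.35, Cdh2 26.9 and 193, and Prrx1 0.612 and 6.25. The lists did not move as units, and these genes were picked after their values were seen.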
